A study of Bos taurus with 195 samples.

How the data were processed

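RNA was measured in single cells of bovine (Bos taurus) blastocysts, and each sample was 1 cell. Per the labels, the outer trophectoderm of each embryo was partly removed before dissociation, to enrich for cells of the inner cell mass, and libraries were made from individual cells with a Smart-seq2 kit and Nextera XT indexing. The share of cells of each lineage was therefore set in part by the dissection. The 195 cells carried a treatment label made of a group and a number. The groups were blastocysts recovered from cows (in vivo, IVV), blastocysts produced in vitro by the conventional system (IVC) and blastocysts produced in vitro in media with reduced nutrients (IVR). The numbered unit was taken to be 1 embryo, which the labels do not state outright, and was the replicate throughout. There were 7 IVV, 6 IVC and 6 IVR embryos with 70, 64 and 61 cells. The labels gave no sequencing batch, date or plate, so a batch that followed the groups could not be separated from them.

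The deposited table held TPM (expression scaled for transcript length and to a fixed total per cell) for 34449 genes in each cell, per the labels. The aligner, the counting tool, the annotation and the genome build are not given in the sources used here, and gene positions are printed as that table lists them. All columns were matched to cells, and 0 columns were left unmatched. The listed genes summed to a TPM of 891234 to 999967 per cell, with a median of 998076. TPM keeps no record of read number, so the sequencing depth of each cell is unknown and no counting interval is given. The number of genes at a TPM of at least 1 stands in for depth here. Of the listed symbols, 27449 were found in a RefSeq gene table of cattle (assembly ARS-UCD2.0), which was used for names and for a comparison of gene starts. Of these symbols 23903 (87.1%) had a start within 1000 bp of the RefSeq start. No printed position was taken from RefSeq, and the build was not inferred from this comparison.

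TPM was averaged over the cells of each embryo, and genes with an embryo mean of at least 1 in at least 6 embryos were kept, which left 12171. 5235 genes were listed at 0 in all cells. Expression was compared on log2(embryo mean TPM + 1) with limma 3.58.1 in R 4.3.3, with an intensity trend in its empirical Bayes step and no covariate. All 19 embryos entered one fit with a shared estimate of the spread, and calls used a Benjamini-Hochberg adjusted p under 0.05. Fold changes on this scale understate the change of low genes. The comparisons were IVC against IVV, IVR against IVV and IVR against IVC. Overlap of the contrasts that share the IVV embryos was set against 100 simulations of unchanged groups. Counts of calls were set against 100 splits of the same embryos into groups of the same sizes, the real one included.

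Single values per embryo were compared with exact two-sided permutation tests of the difference in means, adjusted over 18 tests. These values were genes detected per cell, the share of TPM in the 13 listed mitochondrially encoded genes, the lineage score and its SD over the cells of an embryo, the share of cells with both CDX2 and SOX2 at a TPM of at least 1, and the mean Spearman correlation between cells of an embryo. The lineage score of a cell was its mean log2(TPM + 1) over 14 trophectoderm markers minus that over 10 epiblast and 10 hypoblast markers.

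Cells were clustered with Scanpy 1.11.5 and leidenalg 0.10.2 on 2000 variable genes, 20 principal components and 15 neighbours at a Leiden resolution of 1. No cell was removed, and no doublet caller was run, since cells were handled individually per the labels. A marker counted for a cluster when it was at least 1 log2 unit above the other cells and seen in at least 50% of the cluster's cells. A cluster was called trophectoderm-like with at least 3 trophectoderm markers and fewer than 3 of each inner lineage, inner cell mass-like with at least 3 epiblast or 3 hypoblast markers and fewer than 3 of trophectoderm, and was otherwise left unnamed. These counting limits were set after the data were seen; the marker genes were not. Mean TPM over the trophectoderm-like cells of embryos with at least 2 such cells was compared in the same limma design. The planned fits within inner cell mass-like cells, and of the difference between both classes within an embryo, were not run, because at a Leiden resolution of 1, and also at 0.5, no IVC embryo had 2 inner cell mass-like cells. At a resolution of 2, 3 IVV, 4 IVC and 2 IVR embryos had 2 or more, and with 1000 variable genes 6 IVV, 2 IVC and 2 IVR embryos did. No fit was run in either of these clusterings. The share of trophectoderm-like cells was not tested between groups, because a gene among those most raised in a trophectoderm-like cluster differed between the groups.

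Lists of genes were tested with limma's camera at its preset correlation of 0.01, adjusted over 27 tests (9 lists, 3 contrasts). The lists were trophectoderm markers, epiblast markers, hypoblast markers, glycolysis, electron transport chain, fatty acid oxidation, cholesterol synthesis, amino acid response and p53 targets. A further list of 7 target genes of the aryl hydrocarbon receptor was written after CYP1A1 had been seen among the calls. The design, these 9 lists, the markers, the rule for naming genes and the alternatives were chosen before the data were examined. The exceptions are the alternatives and tests stated below to be chosen after the result was seen. The rule named, for each contrast of whole embryos, up to 4 higher and 4 lower genes with the smallest adjusted p among calls with a gene symbol. For a contrast within a class of cells the limit was 2 and 2, and where no gene passed, the 2 genes with the smallest unadjusted p were named. CDX2, GATA3, NANOG, SOX2, POU5F1, GATA4, GATA6, SOX17 and PDGFRA were always named, as was each list member past the threshold, up to 10 per contrast.

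The limma step was tested on simulated data with the real genes, in which 200 of the 12171 genes were changed by a log2 value of 2. For IVC against IVV it recovered 76.5% of the changed genes, and 8.93% of its calls were unchanged genes. For IVR against IVV it recovered 76.0%, and 4.40% of its calls were unchanged genes. The changed genes were drawn only from those with a mean log2 value above 3. The simulated noise was normal, independent between genes and of the same size in all 3 groups. Recovery of low genes and a spread that differs between groups were therefore not tested. Alternatives covered the pseudocount, the filter on low genes, the averaging of cells, weights, quantile normalization, removal of mitochondrially encoded genes, removal of cells with few detected genes, the lineage score as a covariate, the embryo number as a block, a fit with the 2 groups compared alone, and each embryo left out in turn. Cells with few detected genes were those more than 3 median absolute deviations (1301 genes) below the median of 8152, which is below 4249 genes. Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1 did the remaining computation, and Matplotlib 3.10.9 drew the plots.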

Results

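The blastocyst is the embryo stage at which the outer trophectoderm, which contributes to the placenta, has separated from the inner cell mass, which gives rise to epiblast and hypoblast. Single-cell transcriptomes of bovine blastocysts of 3 origins were collected to compare early differentiation between embryos developed in vivo and embryos produced in culture. Cells came from 7 in vivo embryos (IVV), 6 embryos of conventional in vitro production (IVC) and 6 embryos produced in vitro in media with reduced nutrients (IVR), with 6 to 15 cells per embryo. The number of genes at a TPM of at least 1 ranged from 1798 to 10994 per cell, with a median of 8152. Few genes were detected in 19 cells, of which 1 was from IVV, 6 from IVC and 12 from IVR embryos. The highest Spearman correlation between any pair of cells was 0.875, so no cell was listed as a copy of another. All errors are SDs over embryos, except where a standard error (SE) of a fitted change is named.

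The yield of each embryo and the makeup of its cells were compared first. Genes detected per cell averaged 8230 ± 619 in IVV (n = 7), 7978 ± 1137 in IVC (n = 6) and 6612 ± 1600 in IVR (n = 6). The IVR mean fell by 1618 relative to IVV (exact permutation p = 0.0280, adjusted 0.252), a difference that did not hold after adjustment over the 18 tests of this family. Without the cells with few detected genes the mean fell by 682 (exact permutation p = 0.241), which was the alternative that moved it most, although those cells were defined by the same measure. The mitochondrially encoded share of TPM was 2.42% ± 1.26 in IVV, 2.87% ± 1.39 in IVC and 5.25% ± 4.45 in IVR. The IVR share lay 2.84 points above IVV with an exact permutation p of 0.170, and lay below it, by -0.222 points, without the cells with few detected genes. The mean correlation between cells of an embryo was 0.705 ± 0.0473 in IVV, 0.678 ± 0.0818 in IVC and 0.594 ± 0.0756 in IVR. Its IVR minus IVV difference of -0.110 had an exact permutation p of 0.0105 and an adjusted p of 0.189, and without the cells with few detected genes it was -0.0520 (exact permutation p = 0.205).

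The lineage score, trophectoderm minus epiblast and hypoblast markers in mean log2(TPM + 1), averaged 0.65 ± 1.19 in IVV, 1.51 ± 0.63 in IVC and 2.12 ± 1.33 in IVR. The exact permutation p was 0.148 for IVC against IVV, 0.0571 for IVR against IVV and 0.329 for IVR against IVC, with adjusted values of 0.333, 0.273 and 0.494. For the lineage score, IVR against IVV, with CDX2 and GATA3 set against NANOG and SOX2 alone, the difference was 1.38 with an exact permutation p of 0.0245 before adjustment. The SD of the score over the cells of an embryo was 1.12 ± 0.49 in IVV, 1.61 ± 0.41 in IVC and 1.07 ± 0.47 in IVR. It did not differ past the threshold (exact permutation p of 0.0793 for IVC against IVV, 0.855 for IVR against IVV and 0.0628 for IVR against IVC). Measured as a median absolute deviation, IVC exceeded IVV by 0.57 (exact permutation p = 0.00932) and IVR fell by 0.55 relative to IVC (exact permutation p = 0.0216), both before adjustment. Cells with both CDX2, a trophectoderm gene, and SOX2, an inner cell mass gene, made up 45.7% ± 15.1 of the cells of IVV embryos, 39.4% ± 13.7 in IVC and 36.3% ± 17.2 in IVR. The smallest exact permutation p among these 3 comparisons was 0.322. Their IVR differences from IVV and IVC changed sign without the cells with few detected genes. None of the 18 single-value tests passed after adjustment.

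**Figure D1:**
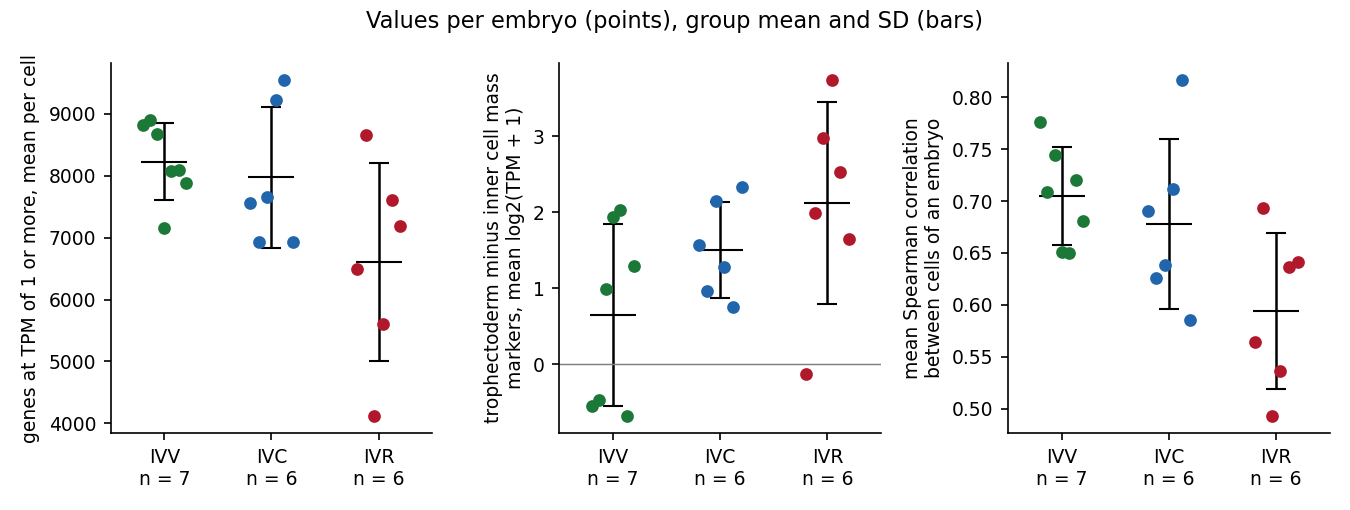
Genes detected per cell (mean number of genes at a TPM of at least 1), lineage score (log2 units) and mean Spearman correlation between the cells of an embryo, by group. Points are embryos (7 IVV, 6 IVC, 6 IVR) and bars are the group mean and SD; IVR embryos reached down to 4111 genes and a correlation of 0.492, and the groups overlapped in all 3 measures.

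Clustering gave 7 clusters. Clusters 1 (34 cells) and 2 (30 cells) carried 10 and 11 of the 14 trophectoderm markers and were called trophectoderm-like. Cluster 1 was led by ARPC1B, PDLIM4 and PRSS8, and cluster 2 by SLC39A2 and the haemoglobin gene HBG among others. Cluster 3 (28 cells) carried 5 epiblast and 6 hypoblast markers and was called inner cell mass-like, although its leading gene was the stress-inducible HMOX1. The other 103 cells stayed unnamed. These were cluster 0, with a median of 4474 detected genes and mitochondrial transcripts in the lead, clusters 4 and 5, with at most 2 markers of any lineage, and cluster 6, with 4 trophectoderm, 5 epiblast and 4 hypoblast markers. CDX2 was detected in 68.8% of trophectoderm-like and 42.9% of inner cell mass-like cells, and SOX17 in 56.2% and 100% of them. PDGFRA was detected in 54.7% and 96.4% of them and GATA4 in 23.4% and 42.9%. Detection hardly separated the classes for the inner markers SOX2, NANOG and GATA6. SOX2 was seen in 81.2% and 85.7%, NANOG in 85.9% and 100% and GATA6 in 98.4% and 100%. By level, NANOG was among the 5 epiblast markers that counted for cluster 3, while SOX2 and GATA6 did not count for it.

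Unnamed cells made up 40.0% of IVV, 62.5% of IVC and 57.4% of IVR cells. Trophectoderm-like cells averaged 28.6% ± 34.8 of the cells of an IVV embryo, 36.7% ± 14.4 in IVC and 43.1% ± 39.6 in IVR. At a Leiden resolution of 0.5 these means were 50% in IVV, 61.4% in IVC and 54.1% in IVR. Inner cell mass-like cells averaged 31.4% ± 41.8 in IVV, 1.67% ± 4.08 in IVC and 6.41% ± 15.7 in IVR. IVC was also lowest at a Leiden resolution of 0.5 (38.6%, 1.67% and 7.69%) and with 1000 variable genes (61.4%, 12.5% and 16.9%). At a resolution of 2 it was not (31.4%, 28.3% and 21.8%), where 10 and 7 of its 18 such cells were in clusters with 3 epiblast or 3 hypoblast markers, the least that names a cluster. These shares were not tested between groups, because HBG, among the 10 genes most raised in cluster 2, itself differed between the groups. For cluster 1, 0 of the 10 such genes were called in either contrast against IVV. Part of the trophectoderm had also been removed by hand. Of the trophectoderm-like cells, 19 of 20 in IVV were in cluster 1 and 18 of 23 in IVC were in cluster 2, while IVR had 10 in cluster 1 and 11 in cluster 2.

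**Figure D2:**
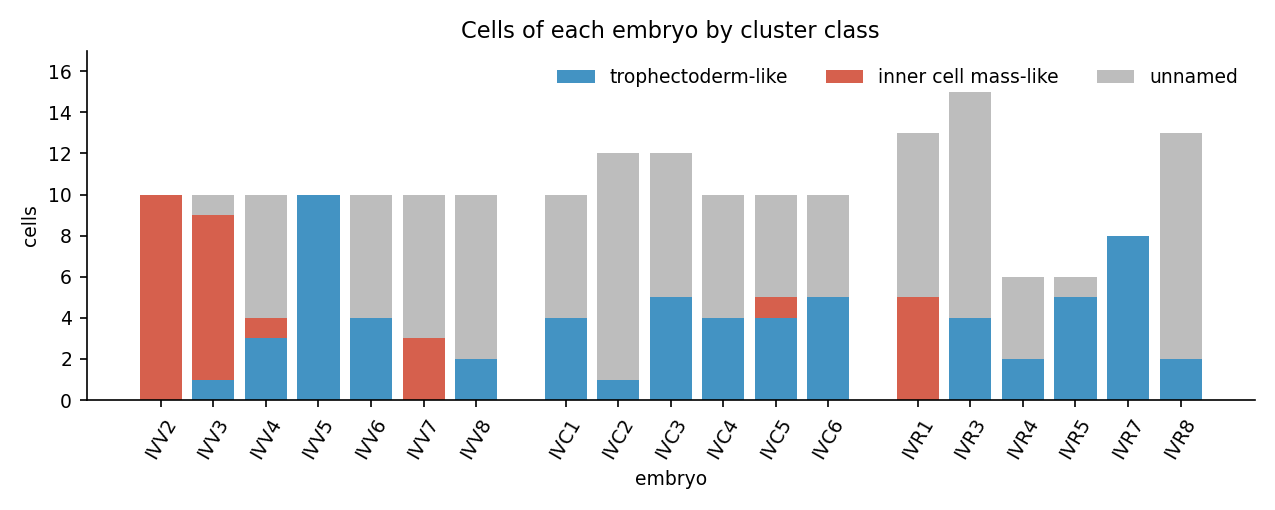
Number of cells per embryo (vertical axis) in trophectoderm-like, inner cell mass-like and unnamed clusters, for the 19 embryos. All 10 cells of IVV2 were inner cell mass-like and all 10 cells of IVV5 were trophectoderm-like, so embryos of the same group differed widely.

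The effect of conventional production was addressed by IVC against IVV. With limma, 11 of 12171 genes passed an adjusted p of 0.05, 8 higher and 3 lower in IVC, and 1148 genes had an unadjusted p under 0.05. The alternative that moved this count most was a fit with these 2 groups alone, which gave 153 genes. With 1 embryo left out it was 3 without IVV2 or IVV4, 4 without IVC3, 5 without IVV3, IVV6, IVC1 or IVC4, 6 without IVV5, IVC2 or IVC6 and 7 without IVV7 or IVC5. It rose to 50 without IVR4, 24 without IVR7 and 21 without IVR5, and ranged from 8 to 15 without each of the other 4. ATP5MPL (chromosome 21, 68460844 to 68466200, build not given in the sources used here) rose from a TPM of 506 ± 67.2 in IVV (n = 7) to 964 ± 163 in IVC (n = 6). Its log2 change was 0.92 (SE 0.14, limma adjusted p = 0.0103), and all 6 IVC embryos lay above every IVV embryo. GTF2I (chromosome 25, 32781739 to 32863505), whose near-identical copies could share reads, rose from 34.4 ± 8.28 to 99.5 ± 31.5, a log2 change of 1.49 (SE 0.25, limma adjusted p = 0.0152). MSMO1 (chromosome 17, 517366 to 534144), an enzyme of cholesterol synthesis, rose from 38.1 ± 15.1 to 152 ± 39.3, a log2 change of 2.03 (SE 0.36, limma adjusted p = 0.0226), with all 6 IVC embryos above every IVV embryo. HBG (chromosome 15, 48412408 to 48414039), which may share reads with other globin genes, ranged from a TPM of 0 to 256 in IVV and from 17.8 to 1219 in IVC, with a log2 change of 6.01 (SE 1.11, limma adjusted p = 0.0367).

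CYP1A1 (chromosome 21, 33949125 to 33955228) had a mean TPM of 48.3 ± 37.2 in IVV, with IVV7 at 0.0710, and was at most 0.403 in any IVC embryo. Its log2 change of -4.62 (SE 0.74, limma adjusted p = 0.0120) was the largest fall among the named genes of this contrast. NRG2 (chromosome 7, 51030725 to 51225659) fell from 13.8 ± 7.15 to 0.750 ± 1.05, a log2 change of -3.09 (SE 0.54, limma adjusted p = 0.0226). ARRDC1 (chromosome 11, 106567613 to 106575152) fell from 309 ± 40.9 to 166 ± 18.7, a log2 change of -0.89 (SE 0.17, limma adjusted p = 0.0418). For both of them all 6 IVC embryos lay below every IVV embryo. The other 4 calls were all higher in IVC and lie outside the naming rule; they were chosen after their values were seen and are COX17, CPQ, DPM1 and LOC100847606, with log2 changes of 1.24 to 3.19. Of the 9 lineage genes named in every contrast none passed. Their log2 changes ran from -0.98 for NANOG (SE 0.50, limma adjusted p = 0.559) to 0.52 for GATA3 (SE 0.63, limma adjusted p = 0.851).

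Embryos cultured in reduced nutrients were compared with in vivo embryos in the same way. In IVR against IVV, limma called 101 genes, 22 higher and 79 lower, with 2386 genes at an unadjusted p under 0.05. After quantile normalization the split was 31 higher and 46 lower. The median log2 change over all kept genes was -0.26 in this contrast, -0.24 in IVR against IVC and -0.02 in IVC against IVV, and the size of a change is to be read against that shift. The count rested on the processing and on single embryos. It was 0 with no filter on low genes, 0 with the lineage score as a covariate and 0 in a fit with these 2 groups alone (2945, 1327 and 2014 genes at an unadjusted p under 0.05), while a mean over cells of log2(TPM + 1) gave 1494, of which 16 were higher and the rest lower. Without the cells with few detected genes it was 15, 8 higher and 7 lower. It was also 0 without IVV2, IVV3, IVV4 or IVR5 (1971, 2165, 2117 and 2173 unadjusted). It was 2 without IVV7, 18 without IVV6, 20 without IVR4, 23 without IVV8, 25 without IVC3, 31 without IVV5, 34 without IVR7, 35 without IVC5, 36 without IVC4, 59 without IVC2 and 62 without IVC1. It rose to 205 without IVR3, 218 without IVR1 and 312 without IVR8, and was 133 without IVC6.

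SLC2A5, a fructose transporter gene (chromosome 14, 82358501 to 82387449), rose from a TPM of 113 ± 33.0 in IVV (n = 7) to 248 ± 58.9 in IVR (n = 6), a log2 change of 1.15 (SE 0.23, limma adjusted p = 0.0338). PKP2 (chromosome 5, 77001539 to 77081739) rose from 34.5 ± 7.01 to 90.9 ± 28.3, a log2 change of 1.35 (SE 0.25, limma adjusted p = 0.0338). CCNG1 (chromosome 7, 75115945 to 75123209), a member of the p53 list, rose from 164 ± 39.8 to 335 ± 89.4, a log2 change of 1.02 (SE 0.19, limma adjusted p = 0.0338). In each of these 3 genes all 6 IVR embryos lay above every IVV embryo. HSD17B11 (chromosome 6, 102227494 to 102276972) and NDUFB3 (chromosome 2, 89662180 to 89672936) rose by log2 values of 1.58 (SE 0.31) and 1.08 (SE 0.21), each with a limma adjusted p of 0.0338. Some of these rises were also present in IVC. Mean TPM in IVC was 225 for SLC2A5 and 245 for NDUFB3, with all 6 IVC embryos above every IVV embryo. HSD17B11 had 207 in IVC against 72.9 in IVV. PKP2 and CCNG1 lay between IVV and IVR, at 62.8 and 200 in IVC. CYP1A1 did not exceed a TPM of 0.135 in any IVR embryo and had a log2 change of -4.67 (SE 0.74, limma adjusted p = 0.0310). SLC38A5 (chromosome X, 86584142 to 86593407) lay between a TPM of 1.29 and 35.3 in IVV and did not exceed 0.648 in IVR, a log2 change of -3.10 (SE 0.63, limma adjusted p = 0.0338). APOBEC3H (110568935 to 110574346) and APOBEC3Z2 (110559401 to 110565594), neighbouring paralogs on chromosome 5 that could share reads and are uncertain for that reason, changed by -3.08 (SE 0.61) and -2.74 (SE 0.55). APOBEC3H was also low in IVC, at a mean TPM of 1.77 against 15.9 in IVV and 2.09 in IVR. The epiblast genes GDF3 (chromosome 5, 101293191 to 101299981) and PRDM14 (chromosome 14, 33786654 to 33805075) changed by -3.16 (SE 0.73, limma adjusted p = 0.0476) and -1.47 (SE 0.35, limma adjusted p = 0.0488).

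All of these 11 genes kept their direction under quantile normalization. The lineage genes named in every contrast again did not pass. POU5F1 came nearest, with a TPM of 1955 ± 368 in IVV and 1369 ± 273 in IVR and a log2 change of -0.52 (SE 0.15, limma adjusted p = 0.0872). NANOG changed by -1.05 (SE 0.50, limma adjusted p = 0.254) and PDGFRA by -1.45 (SE 0.65, limma adjusted p = 0.222), and the remaining 6 had limma adjusted p values of 0.265 to 0.882.

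Calls shared by both contrasts against IVV, with the same sign, were 4, namely CYP1A1, GTF2I, HBG and NRG2. A gene called in a single contrast was not thereby particular to that group, since limma called 0 genes between IVR and IVC. Simulated unchanged groups set against the same IVV embryos shared at most 0 calls in 100 simulations. The log2 changes of both contrasts correlated at r = 0.580 across genes, which are not independent replicates. The simulations reached a 95th percentile of 0.560, and 4 of the 100 were as large. Of the kept genes 69.1% had the same sign in both contrasts, against a simulated median of 49.9%. The simulated r had a median of -0.0058, so the simulations did not in general carry the likeness that a shared group gives. They therefore cannot tell how much of r, of the same-sign share or of the shared calls comes from the shared IVV embryos.

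**Figure D3:**
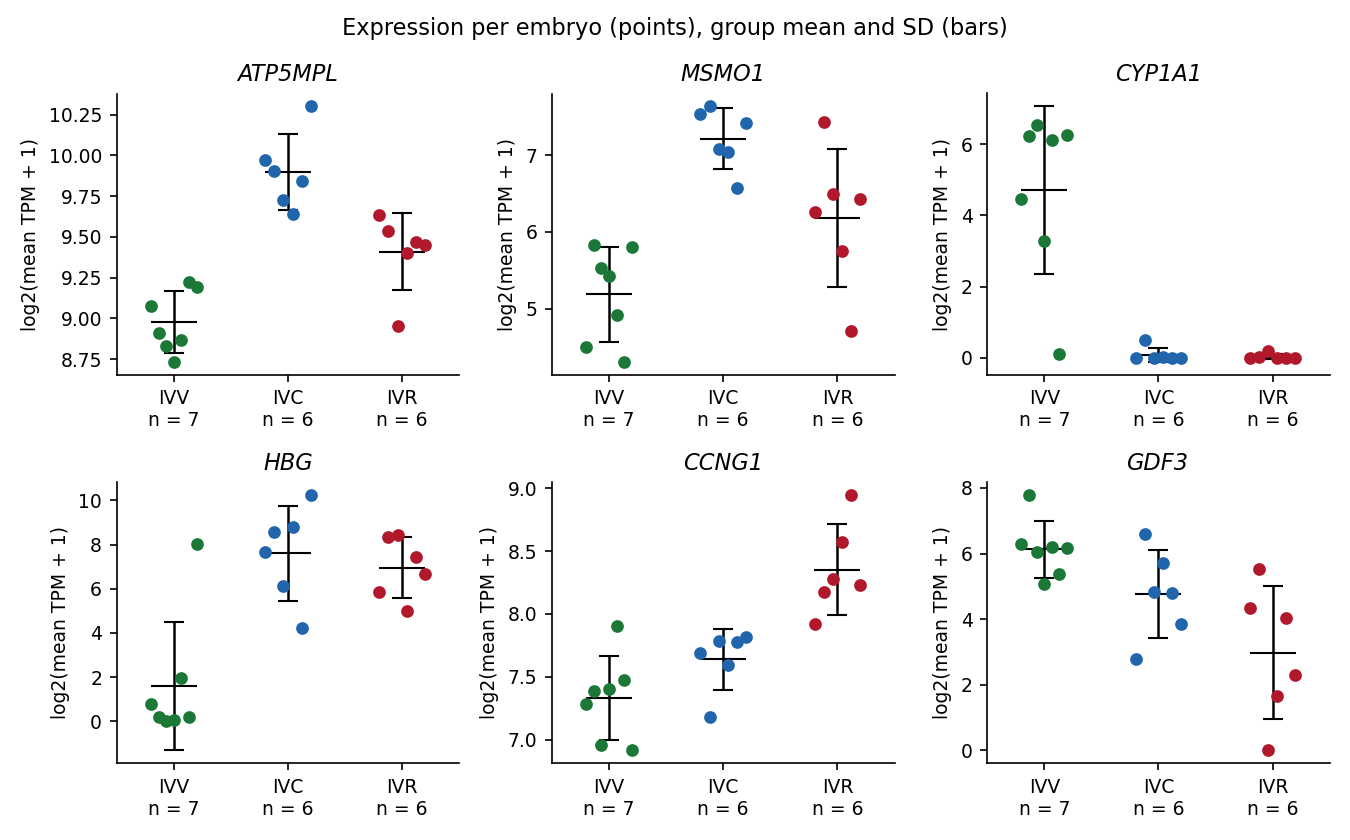
Expression of 6 genes as log2(embryo mean TPM + 1) on the vertical axis, by group. Points are embryos and bars are the group mean and SD; ATP5MPL and MSMO1 of all 6 IVC embryos lay above every IVV embryo, CCNG1 of all 6 IVR embryos lay above every IVV embryo, and HBG in IVV8 lay apart from the other IVV embryos.

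The direct effect of the medium was addressed by IVR against IVC. With limma no gene passed (0 of 12171, smallest adjusted p 0.219), and 1298 genes had an unadjusted p under 0.05. The smallest unadjusted p values belonged to SQLE and GFPT2. SQLE (chromosome 14, 15144669 to 15167737), an enzyme of cholesterol synthesis, had a TPM of 91.0 ± 19.9 in IVC (n = 6) and 32.5 ± 12.7 in IVR (n = 6), a log2 change of -1.51 (SE 0.28, limma adjusted p = 0.219). GFPT2 (chromosome 7, 864977 to 910376) had 97.8 ± 15.6 and 38.8 ± 20.3, a log2 change of -1.47 (SE 0.32, limma adjusted p = 0.342). For both genes all 6 IVR embryos lay below every IVC embryo, a direction picked from the smallest p values. Within trophectoderm-like cells the log2 change was -2.75 for SQLE and 0.10 for GFPT2, so the fall of GFPT2 was not seen there. Without IVR3, SQLE passed (log2 -1.67, limma adjusted p = 0.0329), as did MGC137030, a gene chosen after its values were seen. The 9 lineage genes had limma adjusted p values of 0.436 to 0.974.

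To separate a change within a class of cells from a change in the mixture, the contrasts were repeated in trophectoderm-like cells of 4 IVV, 5 IVC and 5 IVR embryos over 10955 genes. Those cells came mainly from cluster 1 in IVV, from cluster 2 in IVC and from both in IVR. In IVC against IVV limma called 0 genes (873 at an unadjusted p under 0.05, smallest adjusted p 0.221). In IVR against IVV it called 0 (1299 unadjusted, smallest adjusted p 0.111) and in IVR against IVC 0 (807 unadjusted, smallest adjusted p 0.436). The genes with the smallest unadjusted p were NRG2 (log2 -3.01, SE 0.57) and NRTN (3.47, SE 0.66) in IVC against IVV. In IVR against IVV they were PAQR4 (4.0, SE 0.64) and STAT5A (-3.31, SE 0.57), and in IVR against IVC they were TMEM94 (-3.52, SE 0.64) and GTF2B (1.59, SE 0.34). Single embryos changed some of these counts, and the genes named here for that reason were chosen after their values were seen. In IVC against IVV 1 gene passed without IVV8, and 1 when embryos needed at least 3 such cells, in both cases HBG (log2 8.28, limma adjusted p of 0.00698 and 0.0132). In IVR against IVV 2 genes passed without IVV5 (PAQR4, GNB5), 1 without IVV8 (HBG), 5 without IVR3 (PAQR4, NRG2, BTK, TMEM98, LOC101902029), 1 without IVR5 (PIWIL2), 2 without IVR7 (AVIL, IFT122) and 1 without IVR8 (LOC532367).

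Fixed lists of lineage markers, nutrient metabolism and stress responses were then tested with camera, which sets the genes of a list against all other genes. The cholesterol synthesis list was higher in IVC than in IVV (adjusted p = 1.3e-14). Its median log2 change was 0.94, and 21 of its 22 tested members were higher. Of these members 13 passed adjusted over the list alone and 1 (MSMO1) over all genes. The mean log2 level of the list was 5.49 ± 0.24 in IVC (n = 6) and 4.43 ± 0.43 in IVV (n = 7). The same list was lower in IVR than in IVC (adjusted p = 1.8e-06), with a median of -0.96, 1 of 22 members higher, 10 members past adjusted over the list alone and 0 over all genes. Its mean level in IVR was 4.61 ± 0.40 (n = 6), and all IVR embryos, at 4.14 to 5.13, lay below the lowest IVC embryo at 5.20. Against IVV it was called higher in IVR (adjusted p = 0.0140) at a median of only 0.16, with 13 of 22 members higher and 0 past either adjustment. That difference of embryo means, 0.18, was 0.09 without IVR3 or IVV7, 0.07 without IVR4, 0.11 without IVV2, 0.27 without IVR7 and 0.31 without IVV3.

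The p53 target list was higher in IVR than in IVC (adjusted p = 1.8e-06; median 0.39, 15 of 19 members higher, 1 past adjusted over the list alone and 0 over all genes) and than in IVV (adjusted p = 4.0e-04; median 0.38, 12 of 19 higher, 3 past adjusted over the list alone and 1 over all genes). Without IVR7 the difference of its embryo means dropped from 0.47 to 0.25 against IVC (exact permutation p = 0.216) and from 0.39 to 0.17 against IVV (exact permutation p = 0.326), while without IVR1 it grew to 0.62 (exact permutation p = 0.0238) and 0.54 (exact permutation p = 0.0240). Trophectoderm markers were higher than in IVV both in IVC (adjusted p = 0.0158, median 0.55, 10 of 12 higher) and in IVR (adjusted p = 7.5e-04, median 0.66, 11 of 12 higher), with 0 members past either adjustment. Their embryo means differed by 0.58 and 0.67 (exact permutation p of 0.206 and 0.225), and by 0.31 and 0.40 without IVV7. Within trophectoderm-like cells, which these markers also served to name, their median changes were 0.12 and 0.35. Epiblast markers were lower in IVR than in IVV (adjusted p = 0.0193, median -0.91, 1 of 8 higher), with 3 members past adjusted over the list alone and 2 over all genes, and their median within trophectoderm-like cells was -0.46. The electron transport chain list was called higher in IVC than in IVV (adjusted p = 0.0193) at a median of 0.07. Of its members 20 of 31 were higher, 5 past adjusted over the list alone and 0 over all genes. Its difference of embryo means, 0.13 (exact permutation p = 0.0845), dropped to 0.09 without IVV3. Within trophectoderm-like cells its median was -0.07, with 13 of 31 members higher, so the direction did not hold there.

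No call was made for hypoblast markers, glycolysis, fatty acid oxidation or amino acid response, whose smallest camera adjusted p values over the 3 contrasts were 0.125, 0.184, 0.672 and 0.0635. This depended on scaling. After quantile normalization, amino acid response was called lower in IVR than in IVC (camera adjusted p = 0.0051) and than in IVV (0.0386). Hypoblast markers were then called lower in IVR than in IVV (camera adjusted p = 0.0399). The median, mean and test differed in sign for 5 tests that were not called, namely p53 targets in IVC against IVV, electron transport chain and fatty acid oxidation in IVR against IVV, and glycolysis and fatty acid oxidation in IVR against IVC. Under an estimated correlation only the cholesterol call of IVC against IVV held (adjusted p = 0.0209). Under fry that call (adjusted p = 0.00235), the cholesterol call of IVR against IVC (0.00553) and the epiblast call (0.00553) held.

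**Figure D4:**
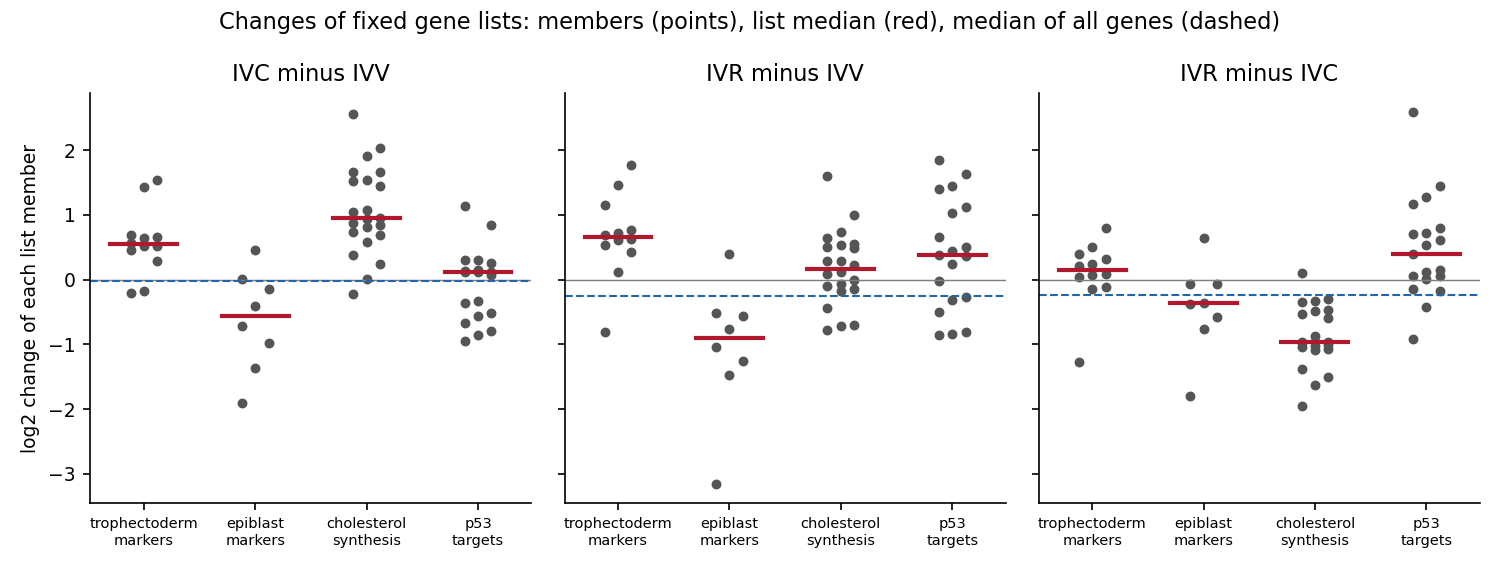
Log2 change of each member of 4 fixed lists (vertical axis) in the 3 contrasts. Points are genes, red lines are list medians and the dashed line is the median of all kept genes; the cholesterol synthesis median was 0.94 in IVC minus IVV, 0.16 in IVR minus IVV and -0.96 in IVR minus IVC.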

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

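The tests that removed cells from the embryo in question alone were chosen only after the result was seen, and the other tests in this part were not. An embryo is described here when its gap to the nearest embryo of its group, as a share of the group's range, exceeded Dixon's critical value, at its 95% level for 6 or 7 embryos. This held in 17 of the 108 groups of values tested, where chance alone gives about 5.4, so part of the 17 is what chance gives. For each, the gap was recomputed without the cells with few detected genes (poor cells) of the whole group, without those of the embryo alone, and without the 1 cell of the embryo that lowered it most. Where the embryo had no poor cell, the removal of poor cells was no test of it. No biological explanation was tested for any of them, since the design names none for a single embryo.

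The share of trophectoderm-like cells was 100% in IVV5 against 0% to 40% in the other IVV embryos. IVV5 had no poor cell, and its gap of 0.556 without those of the group reflects another embryo. Without 1 cell the gap was 0.600. IVC2 had 8.33% against 40% to 50%, with gaps of 0.650 without poor cells of the group, 0.743 without its own and 0.756 without 1 cell, so neither its poor cells nor 1 cell accounts for it. The share of inner cell mass-like cells was 10% in IVC5 and 0% in the other IVC embryos. IVC5 had no poor cell (gap 1), and its share rested on 1 cell, without which the gap was 0. The share was 38.5% in IVR1 and 0% in the other IVR embryos, with a gap of 1 in all 3 tests. With the others at 0%, the gap stays at 1 while IVR1 keeps any such cell. The poor cells of IVR1 were all unnamed, so their removal could not lower the gap and was no test. Its share came from 5 cells and so did not rest on 1 cell. Both shares hold for a Leiden resolution of 1. The part of the trophectoderm left on each embryo by the dissection is not recorded, so a difference in dissection between embryos stays open for IVV5, IVC2 and IVR1.

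In 4 genes the gap fell below the critical value without the poor cells of the embryo itself, so those cells are a candidate source of at least part of the distance. ATP5MPL in IVR4 had a log2(TPM + 1) of 8.95 against 9.40 to 9.64, and 9.38 without its poor cells, with gaps of 0.148 without those of the group, 0.071 without its own and 0.447 without 1 cell. GTF2I in IVC2 had 7.35 against 6.33 to 6.66, and still 6.93 without its poor cells, with gaps of 0.456, 0.456 and 0.566. CCNG1 in IVC2 had 7.18 against 7.59 to 7.82, and 7.51 without its poor cells, with gaps of 0.309, 0.262 and 0.558. CYP1A1 in IVR4 had 0.18 against 0 to 0.02, with gaps of 0, 0 and 0, and its value was 0 without 1 cell.

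In 2 genes the distance rested on 1 cell and not on poor cells. CYP1A1 in IVC2 had 0.49 against 0 to 0.01, with gaps of 0.979 without poor cells of the group, 0.979 without its own and 0.237 without 1 cell, which left a value of 0.017. SLC38A5 in IVR1 had 0.72 against 0 to 0.07, with gaps of 0.931, 0.931 and 0.

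In 4 genes neither source accounts for most of the distance. GATA4 in IVR1 had 4.30 against 0.00 to 1.53, with gaps of 0.661 without poor cells of the group, 0.693 without its own and 0.591 without 1 cell. The last lies just under the critical value, and the embryo stayed at 3.74. APOBEC3H in IVR8 had 3.61 against 0 to 1.23. It rose to 3.83 without its own poor cells (gap 0.679), so the gap of 0.563 without those of the group reflects another embryo, and without 1 cell it stayed at 3.02 (gap 0.593). PRDM14 in IVC6 had 6.39 against 7.44 to 7.91. Its only poor cell was also the 1 cell that lowered the gap most, to 0.657 in both tests, and the gap of 0.586 without poor cells of the group reflects other embryos. SOX17 in IVC6 had 0.10 against 3.93 to 5.76, with gaps of 0.801, 0.676 and 0.676.

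In the last 3 genes the embryo had no poor cell, so only the test of 1 cell applies, and it argues against 1 cell as the source. HBG in IVV8 had 8.0 against 0 to 1.94 in the other IVV embryos, with a gap of 0.748 without 1 cell (0.743 without poor cells of the group). GATA3 in IVV7 had 0.52 against 2.95 to 4.07, with gaps of 0.682 and 0.679. GFPT2 in IVV3 had 5.58 against 6.66 to 7.19, with gaps of 0.639 and 0.830. The lineages of the cells drawn from each embryo were not tested as a source for the genes in this part, and reads shared with other globin genes stay open for HBG.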

How the results depend on the processing

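The exact permutation of the embryo means of each list and the other clusterings for the share of inner cell mass-like cells were the alternatives here chosen only after the result was seen. Where a value below changed its direction or its side of the threshold, the cause was not tested unless it is stated.

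The 18 named gene results past 0.05 kept their direction in all 546 alternatives that gave a value, and stayed past the threshold in 338. CYP1A1 gave a value in 13 of the 19 leave-outs in each contrast, because it fell under the filter in the others. In IVC against IVV, ATP5MPL stayed past it in 11 of 12 settings and GTF2I in 10, each also whichever of the 19 embryos was left out, and CYP1A1 in 10 settings and all 13 leave-outs. MSMO1 passed in 9 settings and 10 leave-outs (not without IVV2, IVV4, IVV6, IVV7, IVC1, IVC2, IVC3, IVC4 or IVC6; adjusted p over all alternatives up to 0.215), NRG2 in 9 and 13 (not without IVV2, IVV3, IVV4, IVC1, IVC3 or IVC6; up to 0.117), HBG in 8 and 8 and ARRDC1 in 7 and 6. HBG passed only without IVV8, IVC5 or any IVR embryo, and ARRDC1 only without any IVR embryo; their adjusted p reached 0.137 and 0.276. In IVR against IVV, none of the 11 named genes passed without IVR5, and the 10 other than CYP1A1 did not pass without IVV2, IVV3 or IVV4, nor did 9 of them (all but HSD17B11) without IVV7. Also short of the threshold were HSD17B11, GDF3 and PRDM14 without IVV5, these 3 with NDUFB3 and APOBEC3Z2 without IVV6, the first 3 with SLC2A5, APOBEC3H and APOBEC3Z2 without IVV8, and all but PKP2, CCNG1 and CYP1A1 without IVR4. The same held for SLC2A5, NDUFB3, SLC38A5, APOBEC3H, APOBEC3Z2, GDF3 and PRDM14 without IVR7, for GDF3 and PRDM14 without IVC3, IVC4 or IVC5, and for PRDM14 without IVC1 or IVC2. CYP1A1 passed in 9 settings and 12 of 13 leave-outs, CCNG1 in 8 settings and 14 of 19, PKP2 in 7 and 14, and HSD17B11, SLC2A5, NDUFB3, SLC38A5, APOBEC3H and APOBEC3Z2 in 5 to 7 and 10 to 12. GDF3 passed in 4 settings and 6 leave-outs and PRDM14 in 4 and 4, with adjusted p values up to 0.295 and 0.323. The largest adjusted p of the other 9 genes lay between 0.0860 and 0.398.

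Genes differing between IVC and IVV numbered 11. They were 4 with no filter, 30 with an embryo mean TPM of at least 5, 5 with a mean over cells of log2(TPM + 1), 40 with embryos weighted by their number of cells, 26 after quantile normalization, 29 with cells with few detected genes removed and 153 in a fit with only these 2 groups. The count stayed within 1.5 times with pseudocounts of 0.1 (9) and 10 (10), without mitochondrial genes (10) and with the lineage score as a covariate (14). Leaving out 1 embryo gave 3 (without IVV2 or IVV4) to 50 (without IVR4), with 4 without IVC3, 5 without IVV3, IVV6, IVC1 or IVC4, 6 without IVV5, IVC2 or IVC6, 7 without IVV7 or IVC5, 21 without IVR5 and 24 without IVR7. All 11 genes were among the calls in each of the 6 fits without an IVR embryo, and an IVR embryo enters this contrast only through the shared estimate of the spread and the filter on low genes.

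Genes differing between IVR and IVV numbered 101. They were 50 with a pseudocount of 0.1 and 170 with 10, 1494 with a mean over cells of log2(TPM + 1) (83 of the 101 among them), 29 with embryos weighted by their number of cells and 15 with cells with few detected genes removed (11 shared). With limma they were 0 with no filter (2945 at an unadjusted p under 0.05), 0 with the lineage score as a covariate (1327) and 0 in a fit with only these 2 groups (2014). The count stayed within 1.5 times after quantile normalization (77), without mitochondrial genes (68), with an embryo mean TPM of at least 5 (149) and without IVC6 (133). Leaving out 1 embryo gave 0 to 312. It was 0 without IVV2, IVV3, IVV4 or IVR5, 2 without IVV7, 18 without IVV6, 20 without IVR4, 23 without IVV8, 25 without IVC3, 31 without IVV5, 34 without IVR7, 35 without IVC5, 36 without IVC4, 59 without IVC2, 62 without IVC1, 205 without IVR3, 218 without IVR1 and 312 without IVR8.

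Genes differing between IVR and IVC were 0 with limma in all 31 alternatives but 1, which gave 2 without IVR3 (1298 unadjusted in the reported fit). In trophectoderm-like cells, IVC against IVV gave 1 with at least 3 cells and 0 to 1 with 1 embryo left out (1 without IVV8). IVR against IVV gave 0 to 5 there, with 1 without IVV8, IVR5 or IVR8, 2 without IVV5 or IVR7 and 5 without IVR3, and IVR against IVC gave 0 in all 18 alternatives (873, 1299 and 807 unadjusted in the reported limma fits).

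Lists called by camera numbered 3 in IVC against IVV, 4 in IVR against IVV and 2 in IVR against IVC. With an estimated correlation they were 1, 0 and 0, with fry 1, 1 and 1, and by exact permutation of embryo means 1, 0 and 1. With the lineage score as a covariate they were 1, 0 and 2, after quantile normalization 4, 6 and 4, and with a pseudocount of 10 they were 4, 4 and 2. Calls shared by IVC and IVR against IVV were 4, 3 with a pseudocount of 10 and 9 after quantile normalization.

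Genes detected per cell in IVR against IVV were weaker with detection at any TPM above 0 (-1242, exact permutation p = 0.0559), with the median over cells (-1230, exact permutation p = 0.0967) and with cells with few detected genes removed (-682, exact permutation p = 0.241). Leaving out 1 embryo gave -2028 to -1118, with -1595 without IVR1 (exact permutation p = 0.0581), -1118 without IVR4 and -1417 without IVR5 (both exact permutation p = 0.0606). In IVC against IVV they reversed with the median over cells (15.2) and without those cells (75.1). The mitochondrial share of TPM reversed with the median over cells in IVC against IVV (-0.149) and in IVR against IVV (-0.0366), and without cells with few detected genes in IVR against IVV (-0.222) and IVR against IVC (-0.881). The share of cells with both CDX2 and SOX2 reversed in IVR against IVV at a TPM of at least 5 (0.966) and without those cells (3.73), and in IVR against IVC likewise (2.83 and 6.37). The correlation between cells of an embryo in IVR against IVV weakened without those cells (-0.0520, exact permutation p = 0.205).

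The lineage score in IVR against IVV passed an unadjusted 0.05 with CDX2 and GATA3 minus NANOG and SOX2 (1.38, exact permutation p = 0.0245). Leaving out 1 embryo gave 1.15 to 1.92, and it passed without IVR1 (1.92, exact permutation p = 0.0126), IVV5 (1.69, 0.0411) and IVV6 (1.70, 0.0368). In IVR against IVC it gave 0.29 to 1.07 and passed without IVR1 (1.07, exact permutation p = 0.0390). As a median absolute deviation the spread of the score was 0.57 in IVC against IVV (exact permutation p = 0.00932), 0.017 and so reversed in IVR against IVV, and -0.55 in IVR against IVC (exact permutation p = 0.0216). At a Leiden resolution of 0.5 the mean share of trophectoderm-like cells went from 28.6% to 50% in IVV, from 36.7% to 61.4% in IVC and from 43.1% to 54.1% in IVR, and only in IVC was this more than 1 SD between embryos. The mean share of inner cell mass-like cells in IVC went from 1.67% to 28.3% at a resolution of 2 and to 12.5% with 1000 variable genes, each more than 1 SD, and stayed at 1.67% at a resolution of 0.5.

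Of the 35 named gene results short of 0.05, 959 of 1007 alternatives kept direction and side, 6 passed 0.05 and 42 reversed. Those 6 were NANOG (-1.79), POU5F1 (-0.98) and GATA6 (-1.20) in IVR against IVV with a mean over cells of log2(TPM + 1), SQLE in IVR against IVC without IVR3 (-1.67), and PAQR4 in trophectoderm-like cells without IVV5 (4.61) and without IVR3 (4.22). The mean over cells of log2(TPM + 1) gave 1494 calls in IVR against IVV, nearly all of them lower. The passes of NANOG, POU5F1 and GATA6 are to be read against that general fall. With a mean over cells of log2(TPM + 1), reversals were CDX2 in IVC against IVV (-0.032), SOX2 (-0.20) and SOX17 (-0.38) in IVR against IVV, and NANOG in IVR against IVC (0.028). With the lineage score as a covariate, which is built from these markers, they were CDX2 (-0.19), SOX17 (0.16) and PDGFRA (0.15) in IVC against IVV, CDX2 (-0.15) and GATA4 (0.71) in IVR against IVV, and GATA3 (-0.064) and NANOG (0.013) in IVR against IVC. Without cells with few detected genes they were GATA4 in IVC against IVV (-0.0054), SOX17 in IVR against IVV (-0.18), and SOX2 (0.061) and GATA6 (0.075) in IVR against IVC. SOX17 in IVR against IVV was -0.077 with weights, and SOX2 in IVR against IVC was 0.13 after quantile normalization and 0.0040 without mitochondrial genes.

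With 1 embryo left out, GATA4 in IVC against IVV ran from -0.20 to 0.62, below 0 without IVV5 (-0.20), IVV6 (-0.08), IVC1 (-0.04), IVC3 (-0.19) and IVC5 (-0.13). SOX17 in IVC against IVV ran from -0.99 to 0.38, above 0 without IVV3 (0.05) and IVC6 (0.38). In IVR against IVV, SOX17 ran from -0.24 to 0.96, below 0 without IVV6 (-0.24), IVR1 (-0.03) and IVR5 (-0.23). In IVR against IVC, GATA3 ran from -0.19 to 0.58, below 0 without IVC2 (-0.19), IVR3 (-0.06) and IVR8 (-0.02). NANOG ran from -0.38 to 0.30, above 0 without IVC2 (0.23), IVC3 (0.07) and IVR8 (0.30). SOX2 ran from -0.36 to 0.17, above 0 without IVC5 (0.10), IVR3 (0.02) and IVR7 (0.17). SOX17 ran from -0.026 to 1.37, below 0 without IVC6 (-0.026).

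Embryos with the same number in different groups were also treated as a block. Their numbers do not pair them in the data, since the correlation of deviations over the 14 same-number pairs was at most 0.0937. The block gave 6 genes in IVC against IVV (4 shared with the 11) and 16 in IVR against IVV (11 shared with the 101), 6, 5 and 3 lists, a difference of -1509 genes detected in IVR against IVV and of -0.101 in the correlation between cells. Both had an exact permutation p of 0.0625, the smallest that the 5 pairs can give, so neither could pass 0.05. Under the block the signs changed for GATA4 in IVC against IVV (-0.18), SOX17 in IVR against IVV (-0.26), and NANOG (0.39) and SOX2 (0.16) in IVR against IVC. The block uses only embryos with a partner for the single values, so it tests fewer embryos there.

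TPM carries no read number, so how far depth limits the low genes is unknown. The fall in detected genes and the rise in the mitochondrial share of IVR cells shrank and reversed, respectively, without 19 cells, 12 of them from IVR. Those cells were chosen for having few detected genes, so for detected genes the removal conditions on the outcome and is no test of the fall.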

Other observations

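The tests of the cholesterol list against the mixture of lineages, against single embryos and against scaling, the list means by exact permutation, the called genes and the lists within trophectoderm-like cells, CYP1A1 by cluster, the excess over shuffles among cells of the same embryo and the list of aryl hydrocarbon receptor targets were chosen only after the result was seen.

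Counts of called genes were set against 100 splits of the same embryos, the real one included. For IVC against IVV 1 of the 100 splits, the real one, gave as many genes (other splits at most 3, 1716 possible). For IVR against IVV 1 of 100 did (other splits at most 38, 1716 possible). This argues against a random grouping for these counts, although 1 of 100 is the smallest share that 100 splits can give. For IVR against IVC all 100 of 100 gave as many (462 possible) where limma called 0 genes (1298 at an unadjusted p under 0.05). In trophectoderm-like cells the number was 100 of 100 for IVC against IVV, 100 of 100 for IVR against IVV and 100 of 100 for IVR against IVC (126 possible each), again at 0 genes called by limma (873, 1299 and 807 unadjusted). A count of 0 fixes that outcome in advance, so these 4 counts of splits say nothing about chance.

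The cholesterol synthesis list was higher in IVC than in IVV, with a difference of embryo means of 1.06 (exact permutation p = 0.00175, adjusted 0.0292) and 5 of 6 IVC embryos above every IVV embryo. A different mixture of lineages would lower the change within trophectoderm-like cells, where the median was 1.27 with 22 of 22 members higher, against 0.94 in whole embryos. Those cells came mostly from 1 cluster in IVV and another in IVC, so a finer mixture within the class stays open. Without the cells with few detected genes the exact permutation p was 0.00175. The largest exact permutation p with 1 embryo left out was 0.00433 (without IVV2, IVV4, IVV5, IVV6, IVV7 or IVV8). The camera adjusted p after quantile normalization was 1.3e-14. These 4 tests argue against the explanations they address. A batch that followed the groups cannot be excluded, since the labels give none. A response of cholesterol synthesis to the conventional medium is a hypothesis that remains among the open explanations, and it was found and tested on the same embryos.

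The same list was lower in IVR than in IVC by -0.88 (exact permutation p = 0.00216, adjusted 0.0292), with 6 of 6 IVR embryos below every IVC embryo. The median within trophectoderm-like cells was -1.10. The exact permutation p without cells with few detected genes was 0.00216, which is the smallest that 6 against 6 embryos can give. With 1 embryo left out the largest exact permutation p was 0.00649 (without IVC1, IVC2, IVC3, IVC4 or IVC6). After quantile normalization the camera adjusted p was 6.0e-08. These values argue against mixture, cells with few detected genes, a single embryo and scaling as the whole source. Under an estimated correlation this call did not pass. The composition of the media was not analysed here, so an effect of any one component is untested.

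The p53 target list was higher in IVR than in IVC under camera, but its embryo means differed by 0.47 with an exact permutation p of 0.106 (adjusted 0.286). Of that difference 104% was left without the cells with few detected genes, which argues against them as the source. Without IVR7, at 5.51 against 3.66 to 4.57 in the other IVR embryos, 53.4% was left (0.25, exact permutation p = 0.216). Without IVR1 the difference grew to 0.62 (exact permutation p = 0.0238, not adjusted) and without IVR8 to 0.57 (exact permutation p = 0.0541). Single embryos therefore moved it in either direction, and with all embryos it was not shown beyond the spread between them.

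The IVR minus IVV change may partly reflect a different mixture of lineages among the sampled cells. Over 12142 genes it correlated at r = 0.409 with the slope of each gene on the lineage score within groups, where 1.8% of 10000 shuffled orders were as high (one-sided permutation p = 0.0181, 95th percentile 0.367). Genes are not independent replicates, and the shuffles account for that. Of the 101 called genes 82 had a slope of the same sign, and 0 genes were called by limma with the score as a covariate (1327 at an unadjusted p under 0.05). Within trophectoderm-like cells the median change of the epiblast markers was -0.46 against -0.91 in whole embryos (50.6% left) and that of the trophectoderm markers 0.35 against 0.66 (53.3% left). The markers also served to name those cells, which by itself narrows such a change. These values go with a mixture as part of the change, but the score was not separated from the number of detected genes. The IVR embryos with the fewest genes, IVR4 (4111) and IVR5 (5606), had the highest scores of their group, 2.97 and 3.74. IVR1, next at 6498 genes, had the lowest, -0.13. Low detection was not tested as a source of the slopes. Other values go against a mixture as the whole source. Of the called genes 93 were also tested within trophectoderm-like cells, where 92 kept their sign and a median of 93.8% of the change was left. Named genes there included PKP2 (1.31, against 1.35 in whole embryos), SLC2A5 (1.40 against 1.15), HSD17B11 (1.52 against 1.58), CCNG1 (1.14 against 1.02), APOBEC3H (-3.08 in both), GDF3 (-2.88 against -3.16) and PRDM14 (-2.82 against -1.47). With the score as a covariate HSD17B11 (1.95), PKP2 (1.36) and CYP1A1 (-5.16) kept their size, while SLC38A5 (-1.97 against -3.10), PRDM14 (-0.97 against -1.47), GDF3 (-2.27 against -3.16), APOBEC3H (-2.46 against -3.08), APOBEC3Z2 (-2.22 against -2.74), SLC2A5 (0.99 against 1.15), NDUFB3 (0.90 against 1.08) and CCNG1 (0.85 against 1.02) shrank. These genes were picked for their change and share cells with the whole-embryo fit, so how much of the change a mixture accounts for stays open. The score itself did not differ past the threshold, and a change within cells that moves the markers would look alike. As the trophectoderm was partly removed by hand, the dissection stays open as a source of the mixture.

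The median log2 change over all kept genes was -0.26 in IVR against IVV, and 74.9% of it was left (-0.19) without the cells with few detected genes. Those cells therefore account for only part of the shift, and the yield of the remaining IVR cells stays open as a source, as does a biological difference, which was not tested.

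Cells of the same embryo resembled each other more than cells of other embryos of their group, with mean Spearman correlations of 0.668 and 0.642, a difference of 0.0258. Uneven sampling of clusters could give this, but the difference was 0.0271 among pairs of 1 cluster (one-sided permutation p = 0.0020). Shuffled embryos gave a median of 0.0133 and at most 0.0280 there, against -0.0059 and at most 0.0086 for all pairs, so the excess over the shuffles dropped from 0.0316 to 0.0138. Clusters thus go with a good part of the resemblance, and the p argues against them as all of it. Among pairs within 500 detected genes the difference was 0.0313 (one-sided permutation p = 0.001, the smallest that 1000 shuffles can give), 0.0339 above the shuffles, which argues against the number of genes detected as the whole account. Handling of each embryo on its own and genetic differences between embryos cannot be separated here and were not tested.

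XIST (chromosome X, 77161577 to 77198299) was seen in 82 of the 195 cells, and its share of positive cells had an SD of 35.7% over embryos. Of 938 genes seen in a similar share of cells, 100% had a smaller spread (median 18%), which argues against chance detection. Embryos ranged from 0 of 13 cells in IVR1 to 10 of 10 in IVV8 and 14 of 15 in IVR3. The X-linked share of TPM over 1554 genes ran from 2.12% to 4.56% per embryo, with its widest gap between 2.44% and 3.15%, 9 embryos below it and 10 above. Both measures divided the embryos alike. Mean XIST TPM was 3.10 or more in the 10 embryos above this gap and 2.22 or less in the 9 below it. Embryo sex was not assigned or entered in any fit, and 0 genes of the Y chromosome were listed. No explanation other than chance detection of XIST was tested for these values.

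CYP1A1 was seen in 28 of 70 IVV cells (40%) and in 1 of 125 cells outside IVV. By embryo it was seen in 9 cells of IVV4, 5 of IVV6, 4 each of IVV2, IVV3 and IVV8, 2 of IVV5 and 0 of IVV7, so a few cells carrying the gene do not account for it. In IVV it was seen in 39.6% of the 48 cells outside the inner cell mass-like cluster and in 40.9% of the 22 cells inside it, which argues against that cluster as the source. CYP1A1 was among the 10 leading genes of cluster 6, and 12 of the 15 IVV cells in it were positive (80%). Of the 55 IVV cells outside cluster 6, 16 (29.1%) were positive, so cluster 6 was enriched for the gene but is not its only source. A wider response of aryl hydrocarbon receptor targets could not be decided. The median log2 change of the other targets was -0.23 in IVC against IVV and -0.65 in IVR against IVV, but only 3 of the 7 listed genes passed the expression filter, NQO1 (-0.23 and 0.71), TIPARP (0.11 and -0.65) and UGT1A6 (-1.62 and -1.02), and they moved in different directions in both. An inducer present in the reproductive tract and absent in culture stays open and was not tested.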
